A study of Caenorhabditis elegans with 10 samples.

How the data were processed

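RNA tomography was carried out on single young adult C. elegans: each animal was frozen, cut into consecutive cryosections 20 µm wide, and the polyA RNA of each section was sequenced by CEL-seq with a barcode for every section. The labels describe 10 animals: 4 wild-type males, 4 wild-type hermaphrodites and 2 glp-1 mutants described as germline deficient. The mutants were grown at 25 °C and the other animals at 20 °C, so genotype and temperature cannot be told apart in any comparison with the mutants. One protocol text gives the section width in millimetres and the series design gives micrometres; micrometres are used here.

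The following kinds of values were used for each animal, each for 96 section positions. The deposited molecular barcode counts are whole numbers of unique molecular identifiers (UMIs) per gene and section, not normalised, per the labels' protocols and the values themselves. The deposited read counts are whole numbers of reads per gene and section, at least as large as the UMI count of the same cell. The deposited transcript counts are expected counts that the authors derived from the UMI counts: every UMI count maps to a single transcript value, close to the expected number of molecules when molecules share a limited set of tags. That conversion differs slightly for mutant 1, where the most saturated cells hold 1597 transcripts against 3182 in the 9 other animals. The aligner, the counting tool, the genome build and the annotation are not stated, so no coordinates are given.

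The files list 20116 features. Of these, 92 are ERCC spike-ins, 18015 matched a gene by locus tag in the RefSeq table of assembly WBcel235, 1645 carry the prefix RIT and 364 others did not match. Symbols, and the chromosome used for the X-linked share, come from that table. Spike-ins were left out of all gene tests and shares, a choice made once the files had been seen. Counting could split reads between near-identical copies, so values of single members of multigene families such as the major sperm protein (msp), fipr and vit genes are uncertain.

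The animal was the replicate throughout. For the group comparisons, UMIs were summed over all sections of an animal and fitted for all 10 animals together with edgeR 4.0.16 in R 4.3.3: TMM normalisation, the default expression filter by group, quasi-likelihood F tests, and Benjamini-Hochberg (BH) adjusted p-values with a threshold of 0.05. Log2 fold changes for genes without a UMI in one group are set by the prior count and their size is not a measurement. CPM of single genes were computed here in edgeR from UMI counts and TMM-scaled library totals, per animal, or per animal and region in the regional comparison; the body profiles use CPM without TMM factors. The body extent of each animal was the longest stretch of sections whose running median over 5 sections reached 10% of the 75th percentile of section totals. Sections were ordered from head to tail by the mean position of 7 pharynx genes. For the regional comparison the body was divided into 5 regions of equal length, and the sex by region interaction was tested in edgeR with the animal as a block, on genes with at least 100 UMIs in each sex. Mutants were left out of that fit, since 2 animals give too little information on the spread of regional values.

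For each animal alone, genes with at least 50 UMIs were tested for structure along the body with the autocorrelation of count residuals between neighbouring sections, leaving out sections under 20% of the median body section. Profile similarity is the median over genes of Pearson's r between log2(CPM + 10) profiles in 10 bins, for genes with at least 200 UMIs in every animal compared. Gene set shares are percentages of the UMIs of an animal, and positions are mean relative positions from 0 at the head to 1 at the tail. These per-animal values were compared by exact two-sided permutation tests of 4 males against 4 hermaphrodites, for which the smallest possible p is 0.0286, with BH adjustment within each family. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used, and DESeq2 1.42.0 for alternatives.

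The genes named were fixed by a rule written before the data were examined: in each group comparison, the 4 largest log2 fold changes in each direction among genes past the threshold with at least 100 UMIs and complete separation of the animals; in the regional comparison, the 6 smallest p among genes with at least 200 UMIs in each sex; and a short list of markers. The gene sets, the tests and the alternative settings were also fixed before the data were examined. Those alternatives covered normalisation, filters, the kind of count, depth, body extent, numbers of regions or bins, leaving out each animal, and the replicate number as a block. The numbers come from the sample titles, which number the animals of each group from 1; nothing in the labels says that animals of the same number were processed together.

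The tests were tested on simulated counts with 200 changed genes. With 4-fold changes, the group test recovered 67.5% of them for males against hermaphrodites among 13978 genes, with 4.93% of the calls false. For mutants against hermaphrodites it recovered 46.5% among 13997 genes, with 2.11% of the calls false. In both, the changed genes were drawn only from genes above a minimum mean CPM, so recovery of scarcer genes was not measured. The regional test recovered 40.5% among 9142 genes, with 8.99% of the calls false. For the test of structure along the body, 3 simulations were run one after another, each changed after the recovery of the one before had been seen, while the test itself stayed as it was. The first, with a narrow 4-fold peak, recovered 19.5% in male 1 (9633 genes), 33.0% in hermaphrodite 1 (8502 genes) and 3.0% in mutant 1 (4251 genes). The second, with a wider 4-fold peak and less noise, recovered 10.5%, 30.0% and 23.5%. The third, with an 8-fold peak and still less noise, recovered 77.0%, 69.0% and 70.5%, and is the most favourable of them. Among unchanged genes, between 4.91% and 6.05% had an unadjusted p under 0.05 in these runs. In the first simulation 64.5% to 79.0% of the changed genes had an unadjusted p under 0.05, so much of the loss came with the adjustment across all genes tested. Giving the residuals the dispersion used in the first simulation raised recovery in mutant 1 from 3.0% to 21.0% but not in male 1 (17.0%) or hermaphrodite 1 (33.0%). In the second it raised recovery in male 1 from 10.5% to 15.5% and in mutant 1 from 23.5% to 26.0%, but not in hermaphrodite 1 (29.0%). In the third it raised recovery in none of them (77.0% in male 1, 68.0% in hermaphrodite 1 and 69.5% in mutant 1). The test therefore misses most moderate, narrow patterns, and its sensitivity differs between animals.

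Animals held between 1539722 and 7162091 UMIs. A share of 4.19e-05% was the smallest that 3 UMIs could show in the deepest animal, and 0.000195% in the shallowest. Shares of single animals are given with 95% Wilson intervals, which cover counting error only.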

Results

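Transcripts were counted along the body axis of 10 single worms, to compare where and how strongly genes are expressed in males and hermaphrodites, with germline-deficient glp-1 mutants as a reference without a germline. Males 1 to 4 held 5728639, 4638527, 4099209 and 3050257 UMIs. Hermaphrodites 1 to 4 held 4802510, 7162091, 4424548 and 5574755 UMIs. The mutants held 1573587 and 1539722 UMIs. The body spanned 34.8 ± 2.36 sections in males (SD, n = 4) and 40 ± 2.94 in hermaphrodites (SD, n = 4), a difference with an exact two-sided permutation p of 0.0571 (BH 0.152 over 8 per-animal measures). It spanned 27 and 35 sections in the mutants. The body reached the last section with at least 10 spike-in UMIs in mutant 1 (section 48), mutant 2 (section 96) and hermaphrodite 4 (section 72), so the ends of these bodies may lie outside the sections sequenced. The same may hold for male 1, where spike-in UMIs fell from 1449 in section 72, the last of the body, to 38 in section 73. Only 32 pharynx UMIs set the orientation of mutant 1. Between animals of the same group, Pearson's r of log2 CPM across genes ranged from 0.903 to 0.976 for the hermaphrodites and from 0.924 to 0.959 for the males, and was 0.862 for the mutants; genes are not independent replicates.

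The gene glp-1 (F02A9.6) was measured first as a check on the labels. It had 12.9 ± 4.18 CPM in the mutants (SD, n = 2), 198 ± 30.3 in hermaphrodites (SD, n = 4) and 26.3 ± 3.63 in males (SD, n = 4). The log2 difference of the mutants was -3.93 ± 0.29 (SE) from hermaphrodites, with a BH-adjusted edgeR quasi-likelihood p of 2.39e-06, and -1.03 ± 0.27 from males, with an adjusted p of 0.00712 in the same fit.

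The comparison of whole animals asked which genes differ in abundance between the sexes. Of 14407 genes tested, 8817 passed the BH threshold of the edgeR quasi-likelihood test, 4443 higher in males and 4374 lower; in 7935 of these the 4 males and the 4 hermaphrodites did not overlap. With the replicate number as a block, 8336 genes passed. Animals of the same number deviated from their group means with a mean correlation of 0.0648 over 4 pairs, each positive (0.0108 to 0.125). The mean over 12 pairs of different number was -0.0205, but it is no independent reference, since deviations from a group mean cancel within the group. The correlations by number were thus small, and a weak effect shared by animals of the same number is not excluded. Requiring an absolute log2 fold change of at least 1 moved the count most, to 7045, and downsampling to equal UMI totals gave 7511 genes of 12525. The scaling mattered for direction: upper quartile scaling moved the median log2 fold change of all genes from 0.05 to 0.29. It gave 5088 genes higher and 3554 lower in males, and DESeq2 gave 4757 and 3888. Directions of small differences are therefore relative to the scaling.

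The named genes with the largest differences were nearly absent from one sex. In males, fipr-20 (H14A12.6) had 125 ± 36.2 CPM, fipr-18 (H14A12.7) 120 ± 49.2 CPM and R05H10.7 112 ± 13.7 CPM (SD, n = 4), with no UMI in any hermaphrodite; their adjusted p from edgeR were 1.75e-05, 2.30e-05 and 2.70e-06. The gene cnc-4 (R09B5.9) had 106 ± 166 CPM in males and none in hermaphrodites, and most of it came from male 3. In hermaphrodites, C17E7.12 had 55.7 ± 9.05 CPM and ZK177.1 44.3 ± 17.7 CPM, with no UMI in males. R04D3.3 had 136 ± 58.2 CPM and meg-1 (K02B9.1) 184 ± 46.8 CPM in hermaphrodites (SD, n = 4), against 0.0415 ± 0.0829 and 0.124 ± 0.249 CPM in males.

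Among the markers fixed in advance, vit-2 (C42D8.2) was lower in males by a log2 fold change of -8.52 ± 0.50 (SE; edgeR BH-adjusted p 2.16e-06) and rme-2 (T11F8.3) by -3.64 ± 0.15 (adjusted p 1.07e-06). The gene try-5 (K07B1.1) was higher in males by 6.37 ± 0.83 (adjusted p 0.000145), her-1 (ZK287.8) by 4.05 ± 0.51 (adjusted p 0.000121) and pkd-2 (Y73F8A.1) by 6.40 ± 0.98 (adjusted p 0.000389), all from the edgeR fit. The major sperm protein gene msp-142 (K05F1.2) had 313 ± 73.2 CPM in males and 97.3 ± 87.4 in hermaphrodites (SD, n = 4; edgeR adjusted p 0.0137). Genes that did not pass were unc-54, elt-2, myo-2, xol-1 and tra-1, with edgeR BH-adjusted p of 0.795, 0.586, 0.478, 0.959 and 0.773.

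The comparisons with the mutants asked which transcripts depend on the germline, with the reservation on temperature. For the comparison with males there is a reservation on sex as well. For her-1 the mutants had 1.32 ± 1.87 CPM, hermaphrodites 2.24 ± 0.297 and males 37.6 ± 14.7 (SD, n = 2, 4 and 4). For vit-2 the values were 3864 ± 17.4, 960 ± 39.6 and 2.44 ± 2.03 CPM in that order. The mutants were nearer to hermaphrodites in both genes, so germline and sex cannot be told apart against males. Against hermaphrodites, 9281 of 14407 genes passed the edgeR BH threshold, 4126 higher and 5155 lower in the mutants; with the replicate block 8922 passed. Against males, 8662 passed, 3532 higher and 5130 lower. With the block 7989 passed. Pharynx genes took 0.00254% of UMIs in mutant 1 and 0.0214% in mutant 2, against 0.0219% to 0.0592% in the other animals. Part of the body of mutant 1 may lie outside the sections sequenced. Genes of the head may therefore count as lower in the mutants without depending on the germline. The balance of directions depended on scaling: under upper quartile scaling the median log2 fold change moved from -0.18 to 0.49 and from -0.28 to 0.21, with 5745 higher against 3914 lower and 4863 higher against 4094 lower. In all, 3689 genes were lower in the mutants than in both other groups (3542 with the replicate block, 2588 under upper quartile scaling); of the 3689, 2010 were higher in hermaphrodites than in males, 900 higher in males, and 779 differed in neither direction. Of the 4374 genes higher in hermaphrodites, 75.1% were lower in the mutants than in hermaphrodites. Of the 4443 higher in males, 51.05% were lower in the mutants than in males, which sex as well as the germline may account for.

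The genes with the largest falls had no UMI in either mutant. W05F2.3, maph-1.2 (F25D7.4), plk-3 (F55G1.8) and rme-2 had 567.6 ± 85.4, 406 ± 74.6, 350 ± 32.7 and 323 ± 28.1 CPM in hermaphrodites (SD, n = 4). Y57G11A.2, E03H12.7, sss-2 (F47B8.11) and spsp-1 (F07A5.2) had 255.2 ± 22, 232 ± 18.4, 231 ± 23.1 and 220 ± 24.2 CPM in males (SD, n = 4). Their edgeR BH-adjusted p lay between 1.88e-07 for rme-2 and 0.00191 for sss-2. In the other direction, F22F4.5 and C08A9.10 had 136.8 ± 8.36 and 110 ± 5.0 CPM in the mutants (SD, n = 2) and none in males, and scl-20 (ZK384.2) had 104 ± 49.8 CPM and none in either sex. F56D6.9, F56D6.8 and cnc-6 (Y46E12A.1) were also among the largest rises, but their 2 mutants differed widely, with 282 ± 330, 91.6 ± 120 and 67.7 ± 77 CPM. The gene vit-2 had 3864 ± 17.4 CPM in the mutants (SD, n = 2) and 960 ± 39.6 in hermaphrodites (SD, n = 4; log2 fold change 2.01 ± 0.40 SE, edgeR BH-adjusted p 0.00143). Mutants 1 and 2 held 5863 and 5802 vit-2 UMIs, with bodies of 27 and 35 sections. UMI counts of a gene within a section saturate. The mutant values of vit-2 may therefore be too low and too alike, and its fold change too small.

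Gene sets fixed in advance gave the composition of each animal. Over 11 sets, 8 separated the 4 males from the 4 hermaphrodites completely (exact two-sided permutation p 0.0286, the smallest possible; BH 0.0393). Major sperm protein genes took 1.26 ± 0.135% of UMIs in males and 0.413 ± 0.316% in hermaphrodites (SD, n = 4). Vitellogenins took 0.00218 ± 0.00108% and 0.442 ± 0.0506%, oocyte genes 0.0641 ± 0.0261% and 0.5001 ± 0.0407%, and germline genes 0.147 ± 0.0222% and 0.320 ± 0.0160%. Male neuron genes took 0.0129 ± 0.00863% in males and 0.000292 ± 2.9e-05% in hermaphrodites. Seminal, pharynx and intestine genes also had larger shares in males, by 0.0186, 0.0163 and 0.0944 percentage points; the intestine difference did not pass in read counts (0.0600, BH 0.140, exact permutation). Body wall muscle (BH 0.126), hypodermis (BH 0.0698) and X-linked genes (7.85 ± 0.467% and 7.46 ± 0.697%; BH 0.457) did not pass in the exact permutation tests. In the mutants, vitellogenins took 2.07% (95% Wilson interval 2.04 to 2.09) and 1.99% (1.97 to 2.01), germline genes 0.00254% (0.00187 to 0.00346) and 0.00143% (0.000944 to 0.00216), oocyte genes 0.544% (0.533 to 0.556) and 0.396% (0.386 to 0.406), and X-linked genes 17.4% (17.3 to 17.4) and 16.4% (16.3 to 16.5). The oocyte share of the mutants was thus near that of hermaphrodites and above that of males; 2 of the 11 genes in the set held 99.8% and 99.7% of it. The vitellogenin shares of the mutants may be too low, since UMI counts of abundant genes saturate within a section.

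**Figure D1:**
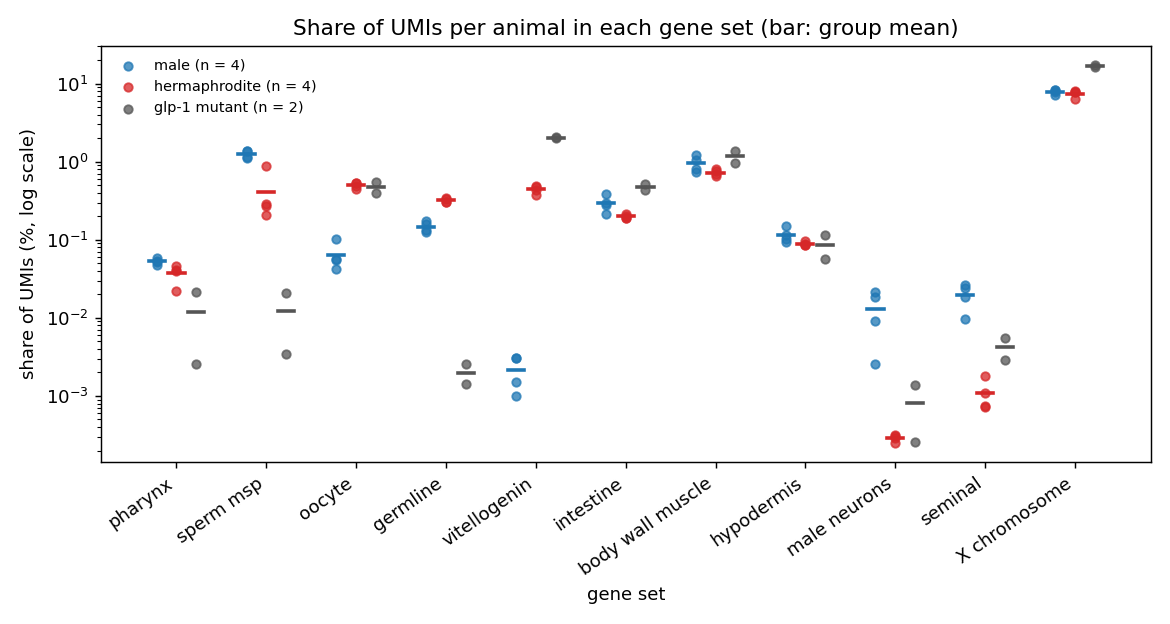
Share of the UMIs of each animal in 11 gene sets, on a log axis in percent; points are animals (4 males, 4 hermaphrodites, 2 mutants) and bars are group means. Vitellogenin shares lie between 0.00101% and 0.00311% in males and between 0.375% and 0.484% in hermaphrodites.

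The regional comparison asked which genes are distributed differently along the body in the sexes. Regions of equal length need not hold the same anatomy in each animal. The pharynx genes lay at mean positions of 0.083 to 0.243 in males and 0.118 to 0.281 in hermaphrodites. Differences in alignment between animals were not separated from differences in expression. Of 9142 genes, 5428 passed the BH threshold of the edgeR interaction test; 3651 of them peaked in different regions in the sexes and 1777 in the same region. With replicate number by region added as a block, 5053 passed. Of the 5428, 1997 did not pass the comparison of whole animals. With the body extent set at 5% in place of 10%, 3625 of 9184 genes passed. At 20% the count was the lowest, 1796 of 9041, but there the section order of hermaphrodite 2 came out reversed; with the order of the 10% extent, a setting chosen after seeing the data, 4849 passed.

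The 6 genes with the smallest p were ins-13 (C17C3.18), Y69H2.3, srh-39 (C06A8.7), sma-1 (R31.1), col-139 (F41F3.4) and nmy-1 (F52B10.1), with edgeR BH-adjusted p between 2.45e-07 and 2.30e-06. In the tail region, ins-13 had 465 ± 75.6 CPM in males and 28.6 ± 10.2 in hermaphrodites (SD, n = 4), and in the head region 36.7 ± 11.4 and 125 ± 50.2. Y69H2.3 had 973 ± 429 CPM in the male tail region and 13.7 ± 4.96 in that of hermaphrodites. Of the barcodes 65 to 67 and 69 to 71, which gave few spike-in UMIs, 6 fell inside the body of male 1, 5 inside that of male 2, 6 inside that of hermaphrodite 4, 2 inside that of hermaphrodite 2 and 1 inside that of hermaphrodite 1, which limits the tail regions of both sexes. In the head region, srh-39 had 225 ± 58 CPM in males and 63.3 ± 22.6 in hermaphrodites, and col-139 had 233 ± 138 and 2734 ± 1974. In the middle region, sma-1 had 203 ± 71.9 CPM in males and 29.96 ± 2.88 in hermaphrodites, whereas nmy-1 had 29.9 ± 11.3 and 316 ± 93.1 (SD, n = 4).

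**Figure D2:**
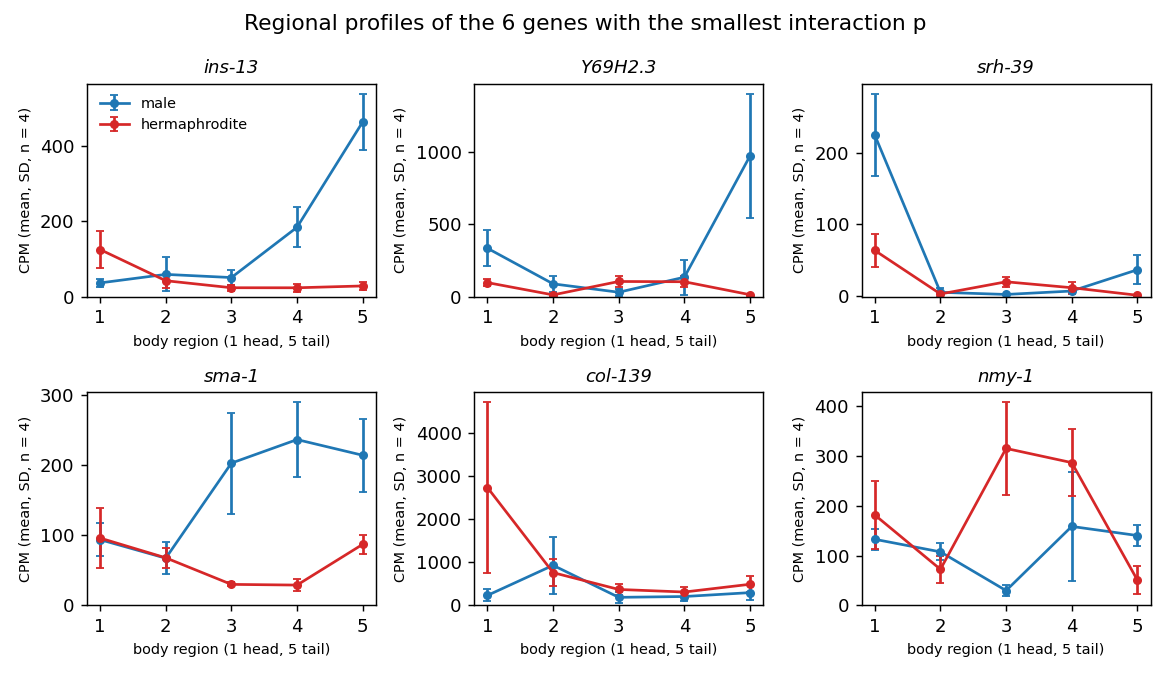
Mean CPM in 5 body regions from head (1) to tail (5) for the 6 named genes, in 4 males and 4 hermaphrodites; error bars are SD. In region 5, ins-13 reaches 465 CPM in males and 28.6 CPM in hermaphrodites.

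Profiles along the body were compared between animals over 2461 genes. The mean r was 0.551 ± 0.141 over 6 pairs of males, 0.775 ± 0.0629 over 6 pairs of hermaphrodites and 0.354 ± 0.0587 over 16 pairs of opposite sex (SD over pairs). The mean within sexes exceeded the mean between sexes by 0.309, more than in any of the other splits of the animals (exact permutation p 0.0286 over 35 splits, one-sided, the smallest possible).

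**Figure D3:**
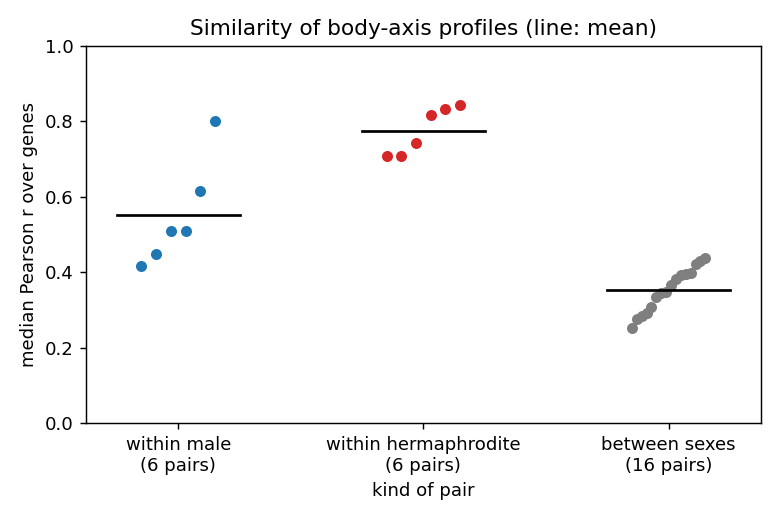
Median Pearson r over genes between the body profiles of 2 animals, by kind of pair; points are pairs and lines are means. Pairs of opposite sex lie between 0.252 and 0.438, pairs of males between 0.417 and 0.802 and pairs of hermaphrodites between 0.707 and 0.843. The ranges for opposite sex and for males overlap.

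In single animals, 8708, 8684, 8807 and 7846 genes were structured along the body in males 1 to 4, and 5818, 5704, 5658 and 6531 in hermaphrodites 1 to 4. The means were 8511 ± 447 and 5928 ± 408 (SD, n = 4), a difference of 2583.5 genes with an exact two-sided permutation p of 0.0286, the smallest possible. Adjusted together with the 7 other per-animal measures the BH value was 0.114, so the difference did not pass within that family. Among genes with at least 200 UMIs it was 546.5 genes (exact permutation p 0.314). On average 5069.5 genes were then tested in males, as few as 3621 in one of them, and 5300.0 in hermaphrodites. How much of the smaller difference came from the numbers tested was not measured. Of the genes tested with at least 200 UMIs, 93.3% to 97.8% were structured in males and 77.1% to 88.2% in hermaphrodites. In mutants 1 and 2 it was 13.3% and 38.9% of such genes. In the main setting it was 88.4% to 94.1% in males and 67.2% to 81.7% in hermaphrodites. The mutants had 266 and 1036 structured genes among 4251 and 4678 tested in the main setting (6.3% and 22.1%). In simulations the test recovered 3.0% and 23.5% of the genes with a 4-fold peak in mutant 1. It recovered 70.5% of those with an 8-fold peak, so most moderate patterns could be missed there, but fewer of the strong ones. Mutant 2 was not simulated.

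Mean positions within the body were compared for 8 gene sets. Oocyte genes lay at 0.498 ± 0.0588 in males and 0.587 ± 0.0182 in hermaphrodites, germline genes at 0.515 ± 0.0485 and 0.599 ± 0.0222, vitellogenins at 0.435 ± 0.0416 and 0.559 ± 0.0358, and seminal genes at 0.791 ± 0.0543 and 0.671 ± 0.0590 (SD, n = 4). Each of these 4 sets separated the sexes completely (exact two-sided permutation p 0.0286), but their BH value was 0.0571, so none passed the threshold after adjustment. The separation depended on the setting: by median position the BH values of the 4 sets were 0.457 to 0.571, and at the 20% extent 0.457 to 0.600, although each difference kept its direction. Male vitellogenin positions rest on 23 to 136 UMIs within the body, and seminal positions in hermaphrodites on 40 to 86. The other 4 sets had exact permutation BH values from 0.594 to 0.800.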

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

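The comparisons with other splits of the animals, the depth-matched test of sections outside the body, the test of male RNA in hermaphrodite 1, the barcode tests and the removal of abundant X-linked genes were chosen after the results they bear on had been seen; the remaining tests were set down first. Among 126 groups of 4 animals examined for an animal far from the others, 16 had one, where chance alone gives about 6.3.

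Region effects differed between males and hermaphrodites in 5428 genes by the interaction test. Of the 8 ways to split the animals that part all 4 pairs of the same number, as the real one does, 1 gave as many genes, the real one. A share below 0.125 is not possible there, so that comparison is inconclusive by design. Over all 35 splits, which also differ in how many pairs they part, 1 gave as many, a share of 0.0286, and the highest other count was 335 genes. For the whole-animal comparison, again 1 of the 8 splits gave as many genes as the real one, and the 34 others gave 0 genes, with at most 1873 at an unadjusted p under 0.05 against 9424 in the real split. The restriction to splits that part the pairs rests on the sample numbers alone, which the labels do not say pair the animals. No biological explanation other than sex was tested.

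Hermaphrodite 1 had 0.884% of its UMIs (95% Wilson interval 0.875 to 0.892) in major sperm protein genes, far above the other 3, and lay far from them for Y57G11A.2 (120 CPM), E03H12.7 (112 CPM) and spsp-1 (139 CPM), all higher in males than in mutants. Its X-linked share, 6.42%, was below the others. Male RNA or a swapped label is one candidate explanation. Genes higher in males were split by whether they were lower in the mutants than in males, without this animal. The median log2 ratio to the other 3 hermaphrodites was 1.87 for 2301 genes lower there. It was 0.06 for 1662 genes that did not pass as lower, a difference of 1.81. As her-1 and pkd-2 were also lower in the mutants than in males, the first class can hold male genes that need no germline. The contrast therefore cannot exclude male RNA. The vitellogenin share of this animal, 0.431%, lay within those of the other hermaphrodites (0.375% to 0.484%), against at most 0.00311% in males. This goes against a swapped label. In hermaphrodite 1, 30 of 30 major sperm protein genes were higher than in each other hermaphrodite. Counting could split reads between near-identical copies, so this cannot tell whether a few of them carry the excess of the family. The rise was not confined to the family, given the median of 1.87 over 2301 genes. Saturation of UMIs does not account for it: the share was 5.50 times the mean of the others in transcript counts and 3.45 times in UMI counts. GC content was not tested and remains open; a larger amount of sperm or spermatogenic tissue may explain the excess, as a hypothesis.

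Male 1 had 4.15 CPM of try-5, far below the other males, and a small male neuron share. Its body ended at section 72 and covered 6 of the barcodes 65 to 67 and 69 to 71; that of male 2 covered 5, and those of males 3 and 4 none. Spike-in UMIs in these barcodes were compared in 3 animals whose bodies did not reach most of them. Their median was 0.196 of the level in barcodes 1 to 18. Poor barcodes under the tail are thus a candidate explanation for the male neuron share. For try-5 they fall short by themselves, since male 2 had 47.1 CPM, near males 3 and 4 (49.6 and 55.8 CPM). The last 5 body sections held 271898, 17074, 290617 and 614373 UMIs in males 1 to 4. In male 1, 164669 of these lay in section 72, outside these barcodes. The male neuron share was 0.00260% in male 1 and 0.00903% in male 2, and these genes lay at mean positions of 0.232 and 0.290 there, against 0.803 and 0.871 in males 3 and 4. A tail end lost from male 1 is another candidate explanation, not tested: its worm UMIs fell from 164669 in section 72 to 331 in section 73, and its spike-in UMIs from 1449 to 38. No biological explanation was tested.

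Male 3 had 165 CPM of tra-1, but this rested on the TMM factors: scaled to library totals alone it had 179 CPM and the next male 175 CPM. Male 4 had the fewest structured genes of the males, 7846, with the smallest UMI total of them; at equal UMI totals it had 5448, above male 1 with 5306. The animals that follow stood apart without a test of the reason. Male 3 had 352 CPM of cnc-4 and 80.8 CPM of cnc-6. Hermaphrodite 4 had its intestine genes at a mean position of 0.468 and its hypodermis genes at 0.497, nearer the head than the others. R04D3.3 (0.166 CPM) and meg-1 (0.497 CPM) in male 1, F56D6.8 (0.183 CPM) in male 2 and F56D6.9 (0.152 CPM) in hermaphrodite 2 rest on 1 UMI each, except meg-1 with 3, in groups otherwise without any.

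Spike-in UMIs, not used in the comparisons, were higher in body sections than outside in 10 of 10 animals, by a median of 2.35 times, over barcodes 1 to 64. This limit was set after the values over all barcodes had been seen, and it leaves 25 of 33 body sections in male 1, 35 of 43 in hermaphrodite 4 and only 3 of 35 in mutant 2. Over all barcodes with spike-ins it was 9 of 10 animals and a median of 2.19 times, and mutant 2 went the other way, at 0.866 times. If barcodes differed in efficiency, a barcode would give as many inside as outside the body in different animals, but the median log2 ratio over 24 barcodes was 1.01. Reads per spike-in UMI were higher in body sections in 5 animals of 10, so deeper sequencing does not account for it either. Worm RNA may raise the yield of spike-ins in a section. Spearman's correlation of spike-in with worm UMIs across body sections was 0.890 to 0.974 in males and hermaphrodites and 0.653 in mutant 2, but 0.157 in mutant 1, which goes against this; a section that captured more of everything would give the same correlation. Section totals are not scaled by spike-ins here.

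Sections outside the body held up to 8.42% of the worm UMIs of an animal. That value is from mutant 1, where 126294 of 132438 such UMIs lay in the single section next to the body, so much of it was left out by the running median. Among sections at least 3 positions before the body, the pooled profile resembled the whole body more than the nearest 3 body sections in 10 of 10 animals. The nearest sections held fewer UMIs, which lowers r by itself; with the whole body thinned to their depth and both ends of the body examined, this held on 17 of 19 sides, not before the body of mutant 1 nor after that of male 1. The sections examined held 46.2% of the UMIs outside the body, and the rest lay next to it or on a side with too few UMIs. For the sections examined this is what reads of body sections assigned to other barcodes would give. Carry-over of lysate between sections would give the same profile and cannot be told apart from it. Some sections examined lay within the body at the 5% extent, which began at section 35 in male 1, 23 in hermaphrodite 2 and 19 in mutant 1. Before these bodies 63962, 51752 and 4818 UMIs were examined, and body RNA cut off by the 10% extent was not separated there.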

How the results depend on the processing

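The counts of genes in the group comparisons stayed within 1.5 times under all 11 planned settings: 7045 to 8835 for males against hermaphrodites, 8614 to 9659 for mutants against hermaphrodites, 7704 to 8957 for mutants against males, and 2588 to 4188 for genes lower in the mutants than in both. Across fits that each left out one animal they ran from 7952 to 8794, 8957 to 9362, 7957 to 8342 and 3456 to 3831. No mutant was left out, since 1 would remain.

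The regional count fell from 5428 to 1796 at the 20% extent. There the head sections of hermaphrodite 2 were trimmed and its order reversed; keeping the order of the 10% extent, a setting chosen after seeing the data, gave 4849, so the reversed order accounts for most of that fall. At the 5% extent, with no order reversed, 3625 genes passed, so the count also depends on the extent itself; the cause was not tested. Leaving out one animal gave 3657 to 6894.

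The structured-gene difference fell to 546.5 (p 0.314, exact permutation) with at least 200 UMIs, where fewer genes could be tested in some males (3621 in male 4) while the percent structured still separated the sexes. With ranks it was 1359.5 (p 0.0571), and the percent structured did not separate the sexes: male 2 had 66.3% and hermaphrodites 1, 3 and 4 had 76.7, 73.2 and 81.1%, with means of 78.3% in males and 72.8% in hermaphrodites. As 9330.5 genes were tested in males and 8161 in hermaphrodites on average, part of the count difference with ranks comes from the number tested. Leaving out one animal gave 2484.9 to 2805.3, each with an exact permutation p of 0.0571, the smallest that 3 against 4 allows. At equal UMI totals the difference was 2855. The setting with transcript counts was chosen after seeing the data and kept the direction. The similarity difference ran from 0.267 to 0.384 when one animal was left out.

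For the shares, the intestine difference no longer passed in read counts (0.0600) or transcript counts (0.0921), and body wall muscle passed in read counts (1.195) and transcript counts (0.528); the cause was not tested. With one animal left out no share can pass, since the smallest p is 0.0571. The differences then ran from 0.0113 to 0.0193 for pharynx, 0.776 to 1.00 for msp, -0.452 to -0.424 for oocyte, -0.182 to -0.166 for germline, -0.462 to -0.426 for vitellogenin, 0.0637 to 0.120 for intestine, 0.00975 to 0.0160 for male neurons and 0.0163 to 0.0219 for seminal genes.

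The position differences of oocyte, germline, vitellogenin and seminal genes kept their direction in the settings run, but their exact permutation BH values rose from 0.0571 to between 0.457 and 0.571 by median position, 0.457 and 0.600 at the 20% extent, and 0.343 and 0.457 at 20% in the 10% order. Differences of the other sets changed sign; the cause was not tested. For msp genes they were 0.0361 in read counts, 0.0190 in transcript counts, 0.0102 by median position, 0.0717 at the 20% extent, 0.0653 by CPM and 0.0201 at 20% in the 10% order. For body wall muscle they were 0.0164, 0.0230, 0.00831, 0.0134, 0.0575 and 0.00227 in that order, and from -0.0282 to 0.00365 with one animal left out. Intestine gave 0.0309 at 20% and 0.0166 in the 10% order; hypodermis gave 0.000935 in transcript counts, 0.0288 at 20% and 0.000805 in the 10% order.

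Of the named genes, xol-1 between the sexes changed sign with DESeq2 (0.0770), upper quartile scaling (0.12), a mean of 10 UMIs (0.0177), transcript counts (0.0417) and only the groups compared (0.11), and tra-1 did so at 0.11, 0.18, 0.0581, 0.0691 and 0.14, and at 0.0403 when downsampled. Leaving out one animal gave -0.37 to 0.22 for xol-1, -0.14 to 0.0344 for tra-1 and -0.0749 to 0.24 for unc-54. In mutants against males, unc-54 changed to -0.69 in read counts and -0.13 in transcript counts. None of these genes passed in the main fit of the comparison concerned. In mutants against males, the smallest edgeR BH-adjusted p of unc-54 with one animal left out was 0.0410, so it passed there. Apart from reversals, 41 values became weaker and 31 stronger, and 1244 stayed the same.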

Other observations

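The tests on X-linked reads and on the order of mutant 1 were set down before their results were seen; those on abundant X-linked genes and on the depth behind structured genes were not.

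X-linked genes took 17.4% and 16.4% of UMIs in the mutants and at most 8.27% in any other animal. Without the 10 most abundant X-linked genes and the vitellogenins the lower mutant share was 13.8%, against at most 7.07% elsewhere, so a few genes do not account for it. In read counts the lower mutant share was 22.7%, against at most 8.82%, so saturation of UMIs does not either. X-linked genes made up 2.50% of the genes lower in the mutants than in hermaphrodites, 22.4% of those higher and 13.3% of those tested. A loss of germline transcripts poor in X-linked genes may explain the share; GC content was not tested and growth at 25 °C was confounded with genotype, so neither can be excluded.

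Profiles of mutant 1 along the body were unrelated to those of the 9 other animals, with a mean r of -0.026 over 981 genes. Reversing its sections raised the mean to 0.110. The test set this against the lowest r between the sexes, 0.252, but that value is over 2461 genes of deeper animals, and over the 981 genes mutant 2 itself reached only 0.172 to 0.288 with the males and hermaphrodites. A reversed order can therefore be neither excluded nor shown, and the orientation of this animal remains uncertain. At the 10% extent mutant 1 was the only animal whose numbered section order had been reversed for orientation, on 32 pharynx UMIs. The order with a mean r of 0.110 is thus its numbered order.

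Males had more structured genes than hermaphrodites although they held fewer UMIs on average (4379158 against 5490976), so greater depth does not account for the difference. At equal UMI totals it was 2855, a test that was unlikely to remove it, since males were the shallower group. Sensitivity differed between animals in simulations (19.5% in male 1 and 33% in hermaphrodite 1 in the first), and males had fewer sections, so the numbers of structured genes are not a direct measure of how much expression varies along the body.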
